A study of Mus musculus with 8 samples. Its data were reported in "Xist exerts gene-specific silencing during XCI maintenance and impacts lineage-specific cell differentiation and proliferation during hematopoiesis" (2022).

How the data were processed

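RNA-seq reads were assigned to alleles in 8 samples of female mouse embryonic fibroblasts (MEFs), 2 for each of the groups WT, XiΔXist, XiΔXist shSCR and XiΔXist shYY1. The deposited values are raw counts, not normalized, of reads assigned to the 129S1/SvImJ or the CAST/EiJ allele of each Ensembl gene. According to the methods of the study, the authors pooled the replicates of each group before alignment to a mouse genome in which the positions that differ between the strains were masked, using TopHat. They removed reads of low mapping quality, split the rest by allele with SNPsplit and counted them over exons with featureCounts. The annotation release and the use of strand in counting were not stated. Only reads that cover a strain difference enter these counts, so a gene with few such positions has few reads whatever its expression. Reads of overlapping genes, of antisense genes and of near-identical gene copies may be counted for the wrong gene, and such genes are treated as uncertain.

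Each of the 8 tables held 1 column of counts, so that a group was represented by 1 pool per allele and no spread between replicates could be computed. For this reason no model across replicates was fitted, and no p-value across genes was computed. Gene symbols, types and positions were taken from GENCODE release M21 (GRCm38, the assembly also known as mm10). Of 46078 gene IDs, 45143 matched. The 935 that did not match held between 0.0709% and 0.0925% of the reads of a pool, and they were kept in the library totals but not in any gene set. There were 2601 X-linked gene IDs.

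The totals of allelic reads were 24310035 in WT, 28329701 in XiΔXist, 2393545 in XiΔXist shSCR and 2504345 in XiΔXist shYY1, so that WT was 10.2 times as deep as shSCR. X-linked genes with at least 10 allelic reads had a median of 220, 249, 53 and 51 reads in these pools. Shares of reads carry Wilson 95% confidence intervals, and a share of 0 is given with the limit that 3 counts would set. Intervals of read shares and of CPM, and the limits, cover counting error only. Reads copied by PCR are not independent molecules, and the variation between replicates is not seen in pooled columns. Intervals of percentages of genes, and of differences between medians over genes, describe the spread over genes and not over replicates.

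The 129 X chromosome is the inactive X (Xi) and the CAST X chromosome the active X (Xa) in these cells. Following the definitions in the methods of the study, the d-score of a gene was the Xi share of its allelic reads minus 0.5. Genes with at least 10 allelic reads in both pools compared were analysed. A gene was called XCI escape when Xi reads were at least 0.05 of Xa reads in WT and XCI subjective otherwise. It was called Xist-dependent when its d-score rose by at least 0.03 from WT to XiΔXist. The same change in either direction was used for shYY1 against shSCR. Beside each change, a two-sided Fisher's exact test with Benjamini-Hochberg adjustment was computed on the Xi and Xa reads of the pools. It compares 2 pools of libraries and not the conditions. To describe whether the escape genes stand apart, the median change of the list without Xist was ranked among 10000 random lists of X-linked genes matched on mean reads in 10 bins. These lists were not matched on Xi share, and since most X-linked genes have no Xi read their medians lie at or near 0, so that this rank carries little weight. Autosomal genes were compared in the same way as a background. Autosomal genes were called read from both alleles when the 129 share lay between 10% and 90% in the pools compared. Total changes were log2 ratios of CPM, allelic counts scaled to equal library totals, plus a pseudocount of 1, for genes with at least 50 reads in both pools together.

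A gene was taken to have a near-identical copy when the longest transcript of another gene, not overlapping it in the genome, matched over at least 50% of its own longest transcript at 90% identity or more (blastn 2.17.0). Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The comparison was tested on simulated allelic reads at the real depths, with 200 genes raised by 0.1, 0.2 or 0.4. Among 11857 genes at the depth of WT and XiΔXist, the adjusted Fisher test recovered 59.5% of the changed genes and 3.25% of its calls were false. Among 10040 genes at the depth of shSCR and shYY1 it recovered 40.5% with no false call. The d-score threshold alone was passed upward by 22.1% and 31.2% of the unchanged genes in these simulations. These genes came from all chromosomes, with shares capped to leave room for the rise, and the adjustment ran over all of them. The rates therefore do not describe X-linked genes, most of which have no Xi read. For the 430 X-linked genes of WT and XiΔXist, simulated pairs with equal shares gave a mean of 12.8 calls.

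The genes named are Xist and Yy1, the examples the study gives for MEFs (Ddx3x, Jpx, Vbp1, Pls3, Zfp185 and Firre), Kdm5c, Kdm6a and Pbdc1, which the study names for blood cells and other tissues but not as examples in MEFs,, and for each comparison and XCI class the 5 genes with the largest change among those with at least 50 allelic reads in both pools and an adjusted Fisher p under 0.05. Alternatives fixed before the data were examined were other read minimums, thresholds and escape limits, a scaling of the CAST reads, genes that overlap no other gene, other gene sets for the Xi share, and other pseudocounts, minimums and size factors for total reads. Leaving out pseudogenes, leaving out genes with near-identical copies, the restriction to autosomal genes read from both alleles, and library totals without mitochondrial reads were chosen after seeing the data. The autosomal genes past the threshold are summarized in either direction together, and the Xi shares as differences between pools, a choice also made after the values and their changes under the alternatives were seen. Both directions are therefore given as well.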

Results

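Allelic expression was measured by RNA-seq in clonal female MEF lines, fibroblasts grown from mouse embryos of a cross between a 129 strain and CAST/EiJ. In these cells the X chromosome of 129 origin is silenced by X chromosome inactivation (XCI) and that of CAST origin is active. XiΔXist cells lack Xist, the noncoding RNA that coats the inactive X, on that chromosome. A further pair of groups were XiΔXist cells transduced with a scrambled short hairpin RNA (shSCR) or with hairpins against the transcription factor YY1 (shYY1). Each of the 4 groups had 2 samples, which the deposited counts pool into a single column per allele. Differences between groups therefore have no replicate check, and the Fisher's exact tests given here compare 2 pools of libraries. The pools held 24310035 allelic reads in WT, 28329701 in XiΔXist, 2393545 in shSCR and 2504345 in shYY1. Of X-linked genes, 480, 447, 332 and 331 had at least 10 allelic reads in these pools.

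The genes targeted in the design were examined first. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254, GRCm38, minus strand, lincRNA) had 35256 reads of the 129 allele and 149 of the CAST allele in WT, an Xi share of 99.6% (95% CI 99.5 to 99.6). This was 1456 CPM (allelic counts scaled to equal library totals). In XiΔXist only 13 and 8 reads were left, or 0.741 CPM, which was 0.0509% of the WT level. No Xist read was found in shSCR, where 3 counts would amount to 1.25 CPM, and shYY1 had 6 reads, all of the CAST allele. Yy1 (ENSMUSG00000021264, chromosome 12, 108792973 to 108820148, plus strand, protein coding) had 237 allelic reads in shSCR and 92 in shYY1. In CPM this was 99.0 (95% CI 87.2 to 112) against 36.7 (95% CI 29.96 to 45.05), a level 62.9% lower in shYY1 (two-sided Fisher's exact test on reads, p = 2.2e-17). Between WT and XiΔXist, Yy1 differed by less than counting error, with 63.3 and 59.9 CPM (Fisher's exact test, p = 0.12).

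Genes were next classed by their XCI status in WT. Among 430 X-linked genes with enough allelic reads in both WT and XiΔXist, 54 were XCI escape genes, Xist included, and 376 were XCI subjective genes. Of the subjective genes, 261 had no Xi read in WT and 364 had an Xi share under 1%. The escape class included 35 genes annotated as pseudogenes, against 26 in the subjective class. Of these 35, 14 had an Xi share of at least 90% in WT, as if only the Xi were read. A near-identical copy elsewhere in the annotation was found for 28 of the 54 escape genes (51.9%) and for 9.31% of the subjective genes. Within pseudogenes it was found for 27 of 35 in the escape class and 18 of 26 in the subjective class. Leaving out pseudogenes moved this class most and left 19 escape genes and 350 subjective genes.

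The effect of Xist loss was assessed by the change of d-score from WT to XiΔXist. The d-score rose by at least 0.03 in 40 of the 430 genes, which were called Xist-dependent, and fell by as much in 13. Of the 40, 13 did not reach an adjusted Fisher p under 0.05. When only genes that overlap no other listed gene were kept, 20 Xist-dependent genes were left among 230.

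To ask whether XCI escape genes responded preferentially, the classes were compared. Xist-dependent genes made up 18 of the 54 escape genes (33.3%, Wilson 95% CI 22.2 to 46.6) and 22 of the 376 subjective genes (5.85%, 95% CI 3.90 to 8.70), an odds ratio of 8.05. Counting noise alone also favours the escape class, because shares near 0 rarely move by 0.03. In simulated pairs of pools with equal Xi shares, escape genes made up a mean of 8.87 of 12.8 calls. The odds ratio is therefore no measure of a preference by itself. Without pseudogenes, the simulations gave a mean of 2.52 escape calls and at most 8, against 14 observed. The median change of the escape genes without Xist was 0.00680, well under the threshold. It ranked above the medians of all 10000 random X-linked lists matched on reads, but these were held at 0 by genes without Xi reads, so that the rank is no measure of a preference. Without pseudogenes, 14 of 19 escape genes (73.7%, 95% CI 51.2 to 88.2) and 21 of 350 subjective genes (95% CI 3.958% to 8.998%) were Xist-dependent. The median change of these escape genes without Xist was 0.168. Among genes that overlap no other gene, 21.2% of 33 escape genes were Xist-dependent, and their median change tied with the random lists (percentile 49.96). An adjusted Fisher p under 0.05 was reached by 14 escape genes, of which 12 rose. The other 2 fell and, named after their values were seen, are Xist and the pseudogene Gm14373. In the subjective class 23 genes reached it, and 22 of these rose, 15 of them by at least 0.03. The exception, Fundc1, was also named after its values were seen.

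**Figure D1:**
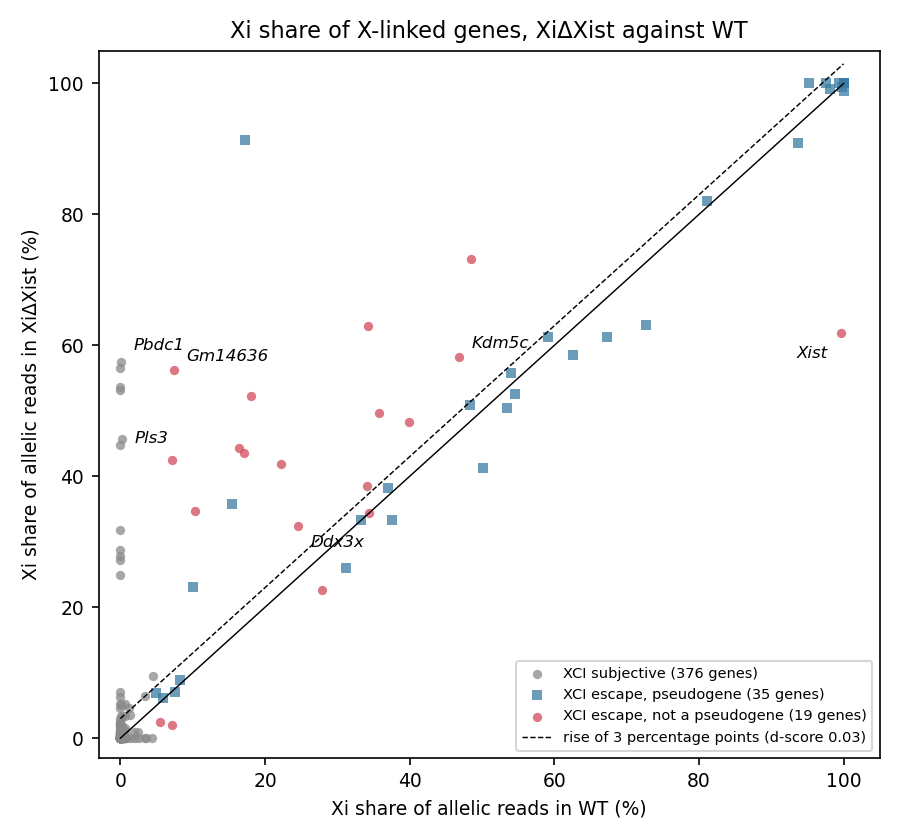
Xi share of allelic reads (%) in WT on the horizontal axis and in XiΔXist on the vertical axis for 430 X-linked genes, coloured by XCI class in WT. The solid line marks equal shares and the dashed line a rise of 0.03 in d-score. Most of the 35 pseudogenes in the escape class lie along the solid line, and 14 of the 19 other escape genes lie on or above the dashed line.

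Among XCI escape genes the largest changes that met the naming rule were all increases. Gm14636 (X, 19156981 to 19167241, processed transcript) rose from an Xi share of 7.41% (340 of 4590 reads, 95% CI 6.68 to 8.20) to 56.3% (8303 of 14750 reads, 95% CI 55.5 to 57.1). Mir221 (X, 19146294 to 19146388), a microRNA gene close by, rose from 7.10% (12 of 169 reads) to 42.5% (274 of 645 reads). 5530601H04Rik (X, 105037197 to 105079609) rose from 209 Xi reads among 1158 to a share of 52.2%. Ftx (X, 103560907 to 103623790, lincRNA) rose from 16.4% to 44.4%, and Gm38020 (X, 103576426 to 103581101), which lies inside Ftx, rose from 17.1% to 43.6%. The last pair share their position, so their reads may not be separate.

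In the subjective class the genes named by the rule went from a share near 0 to a share near that of the active X. Pbdc1 (X, 105079756 to 105117090) had 1 Xi read among 3055 in WT and an Xi share of 57.4% in XiΔXist (4435 of 7727 reads, 95% CI 56.3 to 58.5). Tktl1 (X, 74177259 to 74208500) had 0 Xi reads among 51 in WT, and 69 among 122 in XiΔXist. Pgk1 (X, 106187100 to 106203699) had 0 Xi reads among 100 in WT, which allows a share of up to 3.00%, and rose to 53.6% (200 of 373 reads). Pgk1 has a near-identical copy and is uncertain for that reason. Atp7a (X, 106027276 to 106124926) rose from 0 of 344 reads, which allows up to 0.872%, to 53.2% (588 of 1106 reads). Pls3 (X, 75785654 to 75875182) rose from 0.221% (4 of 1810 reads) to 45.7% (754 of 1649 reads).

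Other genes named by the study changed to different degrees. Vbp1 (X, 75514299 to 75534942) rose from 1 Xi read among 7116 to an Xi share of 28.7% (3394 of 11824 reads). Kdm5c (X, 152233020 to 152274535) rose from 46.9% to 58.3% (change of d-score 0.114, adjusted Fisher p = 0.00030) and Kdm6a (X, 18162575 to 18279936) from 40.0% to 48.3% (0.0829, adjusted Fisher p = 2.4e-08). Ddx3x (X, 13280970 to 13294052) rose from 24.6% to 32.4% (0.0781, adjusted Fisher p = 0.013). Jpx (X, 103493556 to 103565696) rose from 35.8% of 187 reads to 49.7% of 197 reads (0.139), which did not pass the adjusted test (Fisher, p = 0.082). Zfp185 (X, 72987339 to 73031543) passed the d-score threshold with a change of 0.0306 that rested on 2 Xi reads in each pool, and the difference was not detectable at this depth. Firre (X, 50555744 to 50635321) had 10 allelic reads in WT and 1 in XiΔXist and could not be assessed. Of the 5 escape genes outside the pseudogenes that were not Xist-dependent, named after their values were seen, Xist, Eif2s3x, Gm14862 and 3632454L22Rik fell by at least 0.03 and Gm15013 stayed level. Only Xist among these had an adjusted Fisher p under 0.05.

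**Figure D2:**
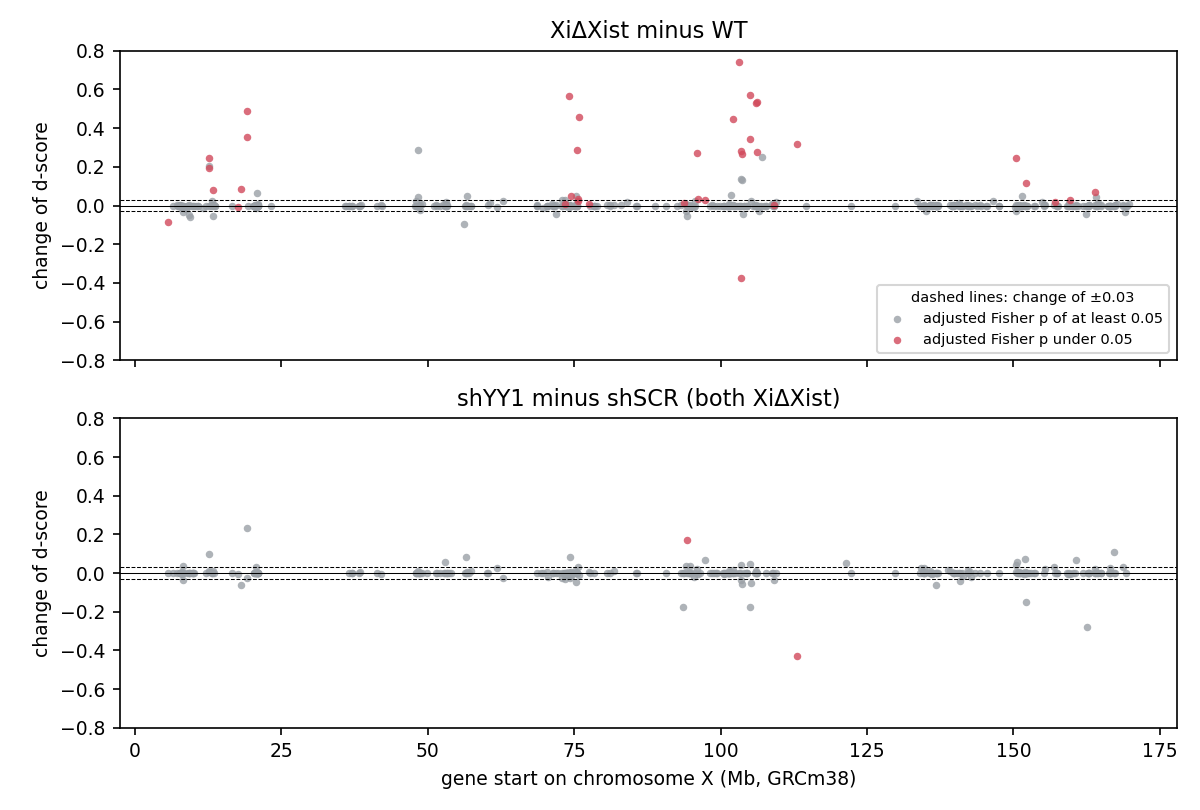
Change of d-score of each X-linked gene against its start on chromosome X (Mb), for XiΔXist minus WT above (430 genes) and shYY1 minus shSCR below (311 genes). Points with an adjusted Fisher p under 0.05 are red, 37 above and 2 below, and the dashed lines mark a change of 0.03 in either direction.

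Over the whole chromosome without Xist, the Xi share of allelic reads was 1.503% in WT (95% CI 1.47 to 1.53) and 6.01% in XiΔXist (95% CI 5.96 to 6.07), a difference of 4.51 percentage points. In the subjective genes alone it was 0.0824% and 2.17%, a difference of 2.09 points. Without pseudogenes the shares were 0.873% and 5.33%. The median Xi share over genes was 0 in all pools, so that the rise came from a minority of genes. In shSCR and shYY1 the chromosome-wide shares were 5.999% (95% CI 5.78 to 6.23) and 6.06% (95% CI 5.83 to 6.29), which did not differ beyond counting error. Without pseudogenes they were 2.48% and 2.43%.

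The autosomes, which are outside XCI, served as background for the threshold of 0.03. Between WT and XiΔXist, 17.7% of 11409 autosomal genes rose and 27.5% fell by at least that much, compared with 9.30% and 3.02% of the X-linked genes. After CAST reads were scaled to a median autosomal 129 share of 0.5, 25.5% rose and 18.9% fell. That scaling may overcorrect, since regions with 129 reads alone enter the median, so this reversal carries little weight. Among 6158 autosomal genes read from both alleles, 28.5% rose and 47.2% fell. After the median change of each chromosome was subtracted, these were 30.07% and 29.98%. Of the 30 X-linked genes read from both alleles, 46.7% rose and 23.3% fell, so that the lower percentages over all X-linked genes reflect the many without Xi reads. Between shSCR and shYY1, 23.3% of 9720 autosomal genes rose and 22.5% fell, against 6.43% and 4.82% of X-linked genes. The threshold was therefore often passed by autosomal genes in both comparisons.

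Whole autosomes also differed in allelic balance between pools. In genes read from both alleles in WT and XiΔXist, the median 129 share of chromosome 9 was 35.2% in WT and 51.1% in XiΔXist, and that of chromosome 5 was 65.6% and 52.5%. Differences of more than 5 percentage points were found on 7 chromosomes. Between untreated XiΔXist and shSCR they were found on 9 chromosomes. The largest was on chromosome 14, where the median 129 share was 49.8% in untreated XiΔXist and 0% in both shRNA pools. There, 619 of 24164 shSCR reads were of the 129 allele (2.56%). Between shSCR and shYY1 no autosome differed by more than 4.43 points.

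**Figure D3:**
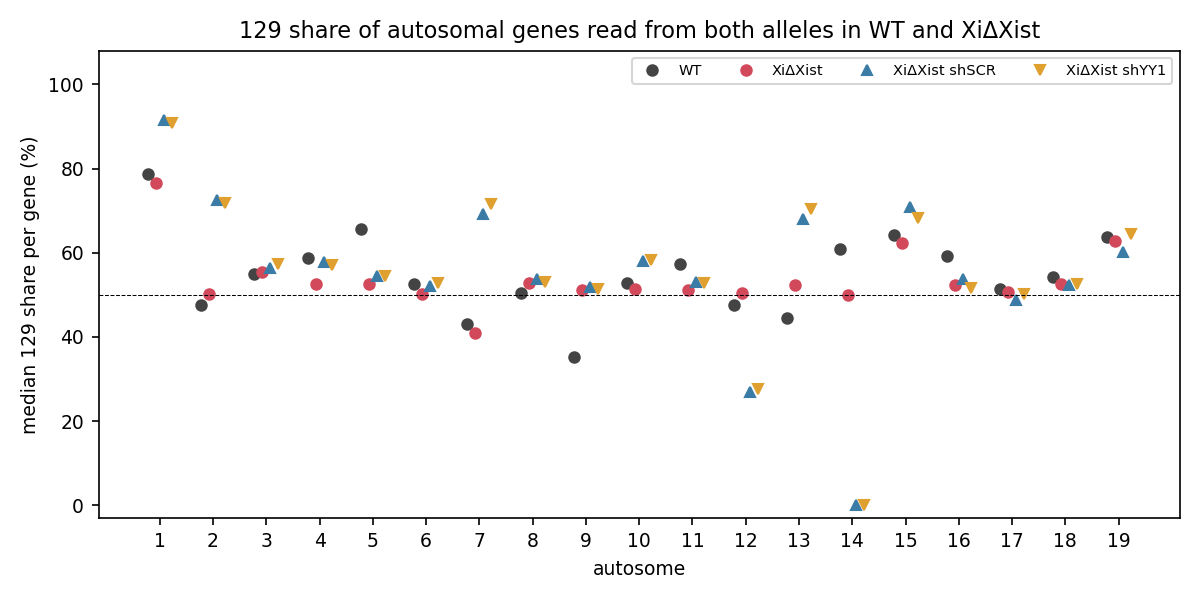
Median 129 share per gene (%) on each autosome in the 4 pools, for genes read from both alleles in WT and XiΔXist. The dashed line marks equal shares. The 2 shRNA pools lie close together on every autosome and apart from untreated XiΔXist on chromosomes 2, 7, 12, 13 and 14, among others.

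The role of YY1 was addressed by comparing shYY1 with shSCR. Of 311 X-linked genes with enough reads, the d-score increased in 20, decreased in 15 and was unchanged in 276. At an unadjusted Fisher p under 0.05 there were 7 genes, and 2 had an adjusted p under 0.05. Both counts at the threshold moved most under the adjusted test, to 1 increased and 1 decreased gene. Eif2s3x (X, 94188707 to 94212862), an escape gene in WT, rose from 22.6% (55 of 243 reads, 95% CI 17.8 to 28.3) to 39.7% (87 of 219 reads, 95% CI 33.5 to 46.3; adjusted Fisher p = 0.012). The other gene, Chm (X, 113040593 to 113185517), fell from 48.7% of 39 reads to 5.71% of 35 reads (adjusted Fisher p = 0.0096) and was named after its values were seen, because it had too few reads for the naming rule. Kdm5c fell from 40.4% to 25.6% (unadjusted Fisher p = 0.00093, adjusted 0.096) and Pbdc1 from 45.3% to 27.5% (unadjusted 0.0032, adjusted 0.25). The d-scores of Ddx3x, Kdm6a, Jpx and Pls3 differed by less than counting error, and Vbp1 had no Xi read in either pool. Of the 29 Xist-dependent genes with enough reads, 6 increased, 6 decreased and 17 were unchanged.

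The Xist-dependent genes were then read in the shRNA pools, both of which are XiΔXist cells. This comparison was planned with knowledge of the published allelic values, and the genes had been called without the shRNA pools. Of 29 genes with at least 10 reads in shSCR, 7 had a d-score at least 0.03 above WT, and 6 had one at least 0.03 below it. These 6 were all among the 13 escape genes in this set, because the 16 subjective genes had WT shares too low to fall by 0.03. The shSCR intervals of 1810030O07Rik (20.8% to 40.3%, WT 48.5%) and Utp14a (0% to 5.35%, WT 34.1%) lay below WT. Those of Kdm6a, Jpx, Tmem29 and Kdm5c included the WT share. These genes were named after their values were seen. Not all genes thus returned to the WT share. In shYY1, 8 of 31 were above and 9 below. The median Xi share of the 29 genes was 0.593% in WT, 41.8% in untreated XiΔXist and 3.57% in shSCR. Compared gene by gene with untreated XiΔXist, the Xi share in shSCR was lower in 22 of the 29 and higher in 2 at an adjusted Fisher p under 0.05. The 2 higher genes were 4933407K13Rik and Chm, named after their values were seen. The 29 genes had been selected for a raised share in untreated XiΔXist, which favours lower shares in this comparison. Over all 296 X-linked genes with enough reads in both pools, 16 rose and 27 fell by at least 0.03 from untreated XiΔXist to shSCR. Pls3 had 6 Xi reads among 378 in shSCR (1.59%, 95% CI 0.729 to 3.42). Vbp1 had 0 of 62, which allows a share of up to 4.84%, and Pgk1 0 of 61, which allows up to 4.92%. Pbdc1 was at 45.3% (58 of 128 reads, 95% CI 37.0 to 53.9).

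**Figure D4:**
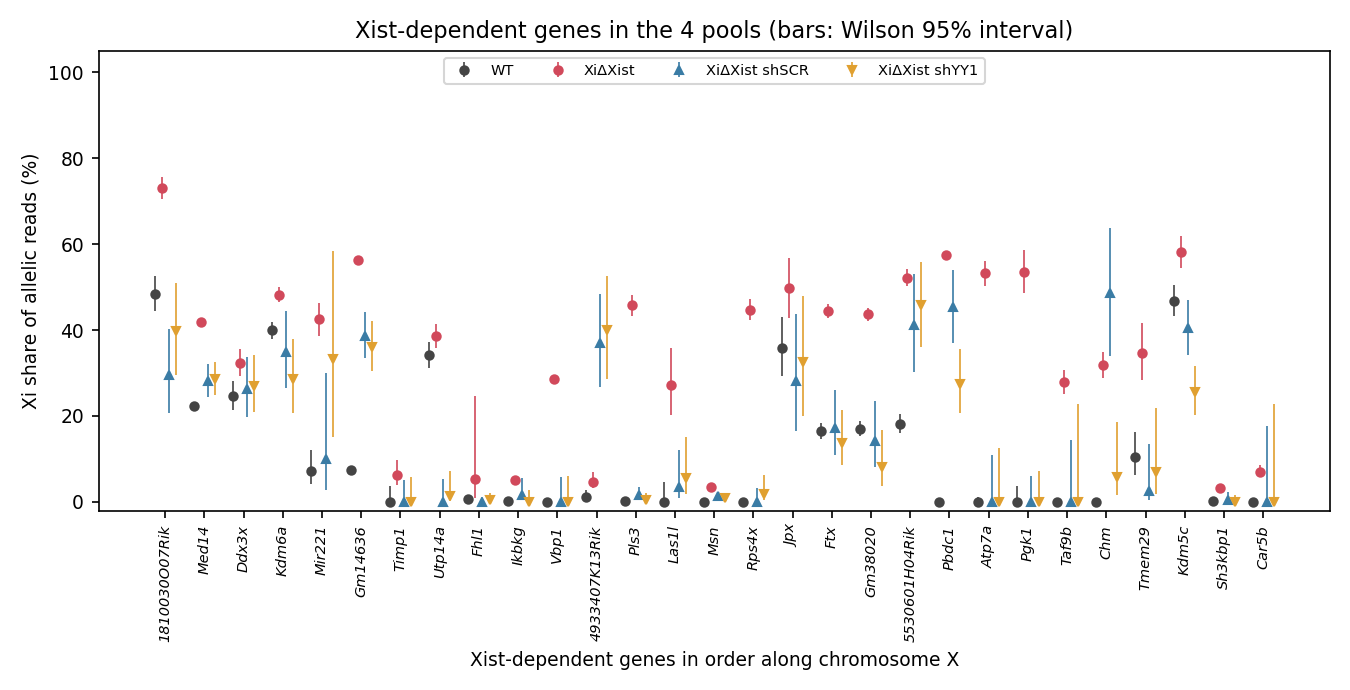
Xi share of allelic reads (%) of the 29 Xist-dependent genes with at least 10 reads in shSCR, in order along chromosome X, in each of the 4 pools. Error bars are Wilson 95% intervals. In 22 of the genes the shSCR share was below untreated XiΔXist by the adjusted Fisher test, and 7 genes in shSCR are at least 3 points above WT.

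Total allelic reads of X-linked genes were compared with those of autosomal genes. Between WT and XiΔXist the median log2 change of 396 X-linked genes was -0.13 and that of 10315 autosomal genes -0.11, a difference of -0.02. The X-linked median stood at percentile 23.3 of random lists matched on reads. Within the X chromosome, the 34 Xist-dependent genes in this set had a median of 0.28 and the other genes -0.16. These 34 genes had been selected for a raised Xi share in the same pools. Added Xi reads are part of the total, so the selection itself favours this contrast. Medians of single autosomes ranged from -0.29 on chromosome 8 to 0.36 on chromosome 14, so that the X chromosome lay within the spread of the autosomes. Between shSCR and shYY1 the difference was 0.05, at percentile 93.8. There the 26 Xist-dependent genes had a median of -0.09 and the other X-linked genes -0.02. The X-linked median of -0.03 lay within the range of single autosomes, from -0.11 on chromosome 7 to -0.02 on chromosome 13. Bootstrap intervals of the difference (1000 draws of genes) were 0.00014 to 0.085 here and -0.081 to 0.018 between WT and XiΔXist. They give the spread over genes of a single pair of pools, so the interval above 0 does not show an effect of the knockdown. Untreated and shRNA pools were not compared in this way, because the log2 changes of single autosomal genes between them had an SD of 2.22, against 0.60 between WT and XiΔXist.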

Values the study reported

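In the study, XCI subjective genes numbered 334 and XCI escape genes 18, a count that has Xist in it. Both counts refer to the 352 X-linked genes that had enough allelic reads in each of these MEF lines, WT and XiΔXist. Of the escape genes, 14 were reported as Xist-dependent, and of the subjective genes 21. For the association the study gave a P value of 3.5e-13 by Fisher's exact test.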

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

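The tests on the median over mitochondrial mRNA genes were chosen only after the results were seen, for XiΔXist against WT as a replacement of the planned sum over these genes. Genes of the mitochondrial chromosome were not compared in the report, although their reads are part of the library totals behind CPM. With totals of autosomal and X-linked reads alone, the Yy1 level left in shYY1 was 38.8% instead of 37.1%. The share of mitochondrial reads was above that of the control pool in both comparisons. It was 22.3% in XiΔXist against 20.2% in WT, and 39.5% in shYY1 against 36.7% in shSCR. These differences exceed counting error, and no replicate spread is known for them. In every pool over 99% of these reads were assigned to the 129 allele. For the first difference, ribosomal RNA left in the libraries and a rise of mitochondrial transcripts in general cannot be told apart. Relative to nuclear reads, the 2 mitochondrial ribosomal RNA genes rose by 0.24 on the log2 scale from WT to XiΔXist and made up 94.3% of the added reads. The planned value, the sum over 13 mRNA genes, rose by 0.032. The median of the 7 of them with at least 50 reads was -0.038, with 3 rising and 4 falling, so that the sign depended on the measure. For shYY1 against shSCR the tables argue against it as the whole cause. There the sum of the mRNA genes rose by 0.36 and their median by 0.48, all 7 in the same direction, and the ribosomal RNA genes by 0.16, although ribosomal RNA made up 92.6% of the added reads. An effect of Xist loss or of YY1 knockdown on mitochondrial transcripts stays open and was not tested.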

How the results depend on the processing

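No paired analysis was possible because the deposited tables hold one column per group with both replicates pooled. For the same reason the planned leave-one-out fits, the replicate number as a block, and the edgeR and DESeq2 alternatives were not run.

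The share of Xist-dependent genes stayed higher in escape genes than in subjective genes under every alternative tried. XCI escape counts moved from 54 to 35 with at least 50 reads per pool, to 19 without pseudogenes and to 26 without genes that have near-identical copies, each of which tests fewer genes. Other read minimums, escape limits and the scaling of CAST reads gave between 44 and 62. The 40 Xist-dependent genes became 25 at a threshold of 0.1 and 20 among genes that overlap no other gene, and ranged from 27 to 37 otherwise. The Xist-dependent percentage of escape genes was 47.7 with CAST reads scaled, 22.2 with the adjusted Fisher test required, 21.2 without overlapping genes, 73.7 without pseudogenes and 57.7 without near-identical copies. That of subjective genes was 3.72 at a threshold of 0.05 and 2.93 at 0.1. Calling escape in one random part of the WT reads and measuring the change against the rest gave 39.7% and 5.39%. The rank of the median change of escape genes fell to percentile 49.96 among genes that overlap no other gene, a tie with random lists. Genes without Xi reads hold the medians of these lists at or near 0, so the rank is a weak measure under every setting. Of the 33 escape genes in that set, 24 were pseudogenes.

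Counts for shYY1 against shSCR depended on most settings. Against 20 increased and 15 decreased genes, there were 9 and 6 with at least 50 reads per pool, 6 and 7 with CAST reads scaled, 12 and 9 at a threshold of 0.05, 4 and 5 at 0.1, 1 and 1 with the adjusted test, and 11 and 8 without overlapping genes. Scaling moved the increased share of the calls from 57.1% to 46.2%, and for XiΔXist against WT from 75.5% to 90.2%. The cause was not tested. The scaling itself may overcorrect, since the median autosomal 129 share of 73.1% in WT includes regions with 129 reads alone. On chromosomes 11 and 12, 94.0% and 96.0% of genes were read from both alleles in WT and XiΔXist. The unscaled median 129 shares of these genes were 57.3% and 47.5% in WT and 51.1% and 50.3% in XiΔXist. For these chromosomes the values argue against CAST factors as large as 2.71 in WT and 2.3 in XiΔXist.

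The autosomal percentage past the threshold in either direction was 45.3 for XiΔXist against WT and 45.8 for shYY1 against shSCR. In that order it was 44.3 and 44.2 with at least 20 reads, 42.7 and 41.4 with at least 50 reads, 36.7 and 37.2 at a threshold of 0.05, 21.7 and 22.1 at 0.1, 18.9 and 1.20 with the adjusted test, and 75.6 and 76.7 in genes read from both alleles. These merged percentages hide a change of direction: with CAST reads scaled, the rising share of autosomal calls went from 39.2% to 57.5% for XiΔXist against WT and from 50.8% to 49.0% for shYY1 against shSCR. The merged measure was chosen after these values were seen.

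The rise in the chromosome-wide Xi share from WT to XiΔXist, 4.51 points, became 5.61 without the 5 genes with the most reads, 2.09 in subjective genes and 2.15 with CAST reads scaled. With that scaling the shares themselves were 0.559% in WT, 2.71% in XiΔXist, 2.19% in shSCR and 2.16% in shYY1. The difference between shYY1 and shSCR, 0.0571 points, lay between -0.0460 and 0.147 under the alternatives. Xist-dependent genes above WT numbered 4 of 19 in shSCR and 4 of 21 in shYY1 at a threshold of 0.1, against 7 of 29 and 8 of 31, so that fewer genes were tested as well. Of all these values under an alternative, 64 stayed within the limits set for a change, 41 moved and 1 was weaker. The limits differed between kinds of value and are not given here, so this tally is no common measure of stability. A change from 40 to 29 Xist-dependent genes with at least 50 reads counted as within the limits. One from 45.3% to 44.3% of autosomal genes with at least 20 reads, for XiΔXist against WT, counted as moved. Of the changes of named genes, 22 kept their side of the threshold under scaling and 2 no longer passed it, Zfp185 in XiΔXist and Jpx in shYY1. At the depth of the shRNA pools, the adjusted Fisher test recovered 40.5% of 200 simulated changes. The d-score threshold recovered 92% of them but was also passed by 31.2% of unchanged genes. These rates are for simulated genes of all chromosomes and do not describe the X-linked calls.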

Other observations

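The tests of autosomal lists for both comparisons, of expected Xi and 129 reads, and of autosomal balance in the shRNA pools were chosen only after the results were seen.

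The number of XCI escape genes here was 54. That is higher than the value quoted from the study above. The gap depends on which genes are kept, since 19 escape genes, 14 of them Xist-dependent, were left without pseudogenes, and 26 without genes that have near-identical copies. Whether the study left out pseudogenes was not tested. Reads shared with near-identical copies and other causes of escape calls in pseudogenes cannot be told apart. Of the 36 escape genes that were not Xist-dependent, 31 were pseudogenes and 25 (69.4%) had a near-identical copy, against 9.31% of subjective genes. This mostly reflects that pseudogenes have such copies. Within pseudogenes, 24 of these 31 (77.4%) had a copy and 18 of 26 in the subjective class (69.2%), a comparison made after the first was seen. It cannot decide the question, because reads from a copy may be assigned to either allele and so may also occur in subjective pseudogenes. No biological explanation was tested for these genes.

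The 40 Xist-dependent calls are more than sampling noise gives. In 1000 simulated pairs of pools with equal Xi shares the mean number of calls was 12.8 and the highest 23. Among escape genes the mean was 8.87 against 18 observed, and 1 simulation gave as many. Noise among escape genes is thus not the whole cause, although it can account for part of the calls. Variation common to genes read from both alleles was tested with autosomal lists of the same size and reads. Of 14 escape genes read from both alleles, without pseudogenes and Xist, 12 were Xist-dependent, and the autosomal lists held 3.70 rising genes on average and at most 10 in 10000 lists. A response of these genes to Xist loss remains a hypothesis, since WT and XiΔXist also differed in the allelic balance of 7 autosomes and a difference between the cell lines stays open.

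Xist-dependent genes tended to lie near each other. Of 20 such genes that overlap no other gene, 13 had another among the 2 next genes on either side, compared with a mean of 5.87 in random lists, and 58 of 10000 lists gave as many. With overlapping genes included it was 24 of 40, and 20 of 10000 lists gave as many. An even spread over the genes analysed is therefore unlikely. Whether neighbours share a regulatory region was not tested.

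The low Xi share of Xist-dependent genes in the shRNA pools is not explained by their depth. At the shares of untreated XiΔXist, 1406 Xi reads would be expected in shSCR over the 29 genes, and 683 were seen, below the fewest of 1325 in 1000 simulations. The shRNA pools may come from another sub-line of XiΔXist cells. In line with this, the median 129 share of 9 autosomes differed by over 5 points between untreated XiΔXist and shSCR, and none did between shSCR and shYY1. The libraries also differed in other ways. Ribosomal RNA made up 96.8% of mitochondrial reads in shSCR and 71.5% in untreated XiΔXist. The Xi share of the pseudogene Gm14373 was 100% in shSCR and 41.3% in untreated XiΔXist. A technical difference between the libraries and an effect of transduction or selection stay open and were not tested.

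The missing 129 reads of chromosome 14 are the largest such difference. Low depth is excluded, since 12462 reads of the 129 allele would be expected in shSCR and 619 were seen. Cells from another cross are unlikely. Of 376 windows of 2 Mb on the other autosomes with a median 129 share of at least 95% in WT, 97.9% did so in shSCR too. Loss of a chromosome copy and its replacement by a second CAST copy cannot be told apart. The median log2 change of chromosome 14 genes was -1.22 relative to the other autosomes, but chromosome 13, read from both alleles, was at -1.35 and chromosome 17 at 1.12. By the planned reading, a fall of about 1 for a single copy, the value would have pointed to a lost copy. The range of the other autosomes was brought in after it was seen.

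Allelic shifts of X-linked genes between shYY1 and shSCR and noise common to all chromosomes cannot be told apart, because few genes were tested and neither of 2 tests decides. In the planned test, 3 of 19 X-linked genes read from both alleles (15.8%, 95% CI 5.52 to 37.6) passed an adjusted Fisher p of 0.05, against 2.76% of 4993 autosomal genes. The X-linked share was higher, but the p-values were adjusted within families of unequal size and the reads were not matched. It was therefore followed by lists matched on reads, with a Fisher p limit of 0.01 that was set after the p-values of these 3 genes had been seen. The autosomal lists held 1.34 such genes on average, fewer than 3, and 14.5% of them held as many. Of the 3 genes, 1 was higher and 2 were lower in shYY1. Both tests kept only X-linked genes read from both alleles in each of the pools, so that a large shift could itself remove a gene. Chm, which had the smallest Fisher p of the X-linked genes (3.1e-05, adjusted 0.0096), was left out for this reason. Its Xi share was 48.7% of 39 reads in shSCR and 5.71% of 35 reads in shYY1. The autosomal genes of the planned test were limited in the same way. An effect of YY1 on single genes stays open.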
